A study of Mus musculus with 12 samples. Its data were reported in "Gut taste receptor type 1 member 3 is an intrinsic regulator of Western diet-induced intestinal inflammation" (2023).

How the data were processed

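Gene expression was measured by RNA sequencing in the ileum of 12 C57BL/6 mice, with 3 mice in each of 4 groups that crossed a normal-fat or high-fat diet with plain water or a sugar drink. By the labels, RNA with an integrity number above 8 was used at 5 µg per library, while the paper's methods give another input. By the paper, libraries were sequenced on the Ion Proton, and the authors mapped the reads to mm10 with STAR in Partek Flow and tested genes with DESeq2. The deposited table and the 12 deposited per-sample files hold RPKM, the unit the authors gave, and 12 of 12 per-sample files were identical to their column of the table. The design chosen beforehand expected counts. As the files hold RPKM, count tests (edgeR, DESeq2) were not run and limma on log values was used instead.

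The table held 44231 gene names, of which 26 were bare numbers (at most 0.135% of a library's RPKM) and were left out, which gave 44205 genes. Of these, 40607 were matched by symbol to the GENCODE annotation of build GRCm38 for position and biotype. Because a low RPKM is a small whole number of reads over a gene length, library depth was recovered from the steps between low values: 85.6% to 87.4% of low values were whole reads within 0.03. Recovered depth was 15.3 to 39.0 M reads, of which 11.9 to 30.3 M (73.3% to 81.4%) fell in genes, and 27913 to 37295 genes had a value above 0. Depth recovery was tested on simulated data and came within 0.2% in 3 of 3 libraries. No pair of libraries was identical, and log2 values of library pairs had correlations of 0.961 to 0.99.

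RPKM values were scaled by trimmed mean of M values (30% of the ratios and 5% of the mean values trimmed at each end), and log2(RPKM + 1) was fitted in R 4.3.3 with limma 3.58.1 (trend on, 8 residual degrees of freedom). The 17662 genes at 0.5 RPKM or more in at least 3 libraries were tested, with Tas1r3 kept in any case. Genes passed at a Benjamini-Hochberg adjusted p under 0.05 in each contrast. The median SE of a log2 difference was 0.18, and 0.25 for the interaction. In simulated data with 200 changed genes, the model called 58.2% of genes changed by log2 1 and 90% of those changed by log2 2. It also called 12 other genes, and 0 genes in the unchanged contrast. The simulation gave no result for the tests of gene lists. Single genes were also compared with two-sided exact permutation tests, whose smallest p for 3 against 3 libraries is 0.1.

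Gene lists, 42 in number, covered inflammation, taste and nutrient sensing, epithelial lineages, metabolism, cell stress, and cells of the gut wall and blood. Camera tested the 41 lists with at least 2 testable genes with a preset correlation of 0.01, adjusted over the lists, with an estimated correlation and fry as alternatives. Named genes (161) were genes in the study's text, called genes whose groups did not overlap (up to 12 each way in HF_Sugar against NF, 6 in other pairs and 4 in the interaction, passing over predicted gene models and receptor segments), and up to 4 members of each list with the smallest p in HF_Sugar against NF. That rule, the contrasts, the lists and a first set of alternatives were chosen before the data were examined. Whether replicate numbers paired the mice was checked by the correlation of deviations from the group means between libraries of the same number. The rule for pairing held for HF_Sugar with NF and with HF and not for the other pairs, so samples were treated as unpaired and the replicate number as a block was an alternative.

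Values were checked for their number of significant digits and for whole reads (within 0.1, up to 300 reads), a check set up after the values were seen. Values that failed either are called irregular. They were kept, and all results were repeated without the 1024 genes with either sign in any group. Other alternatives were other scalings, filters and pseudocounts, protein-coding genes alone, library cluster as covariate, limma-voom on recovered reads, the study's thresholds (2-fold and adjusted p 0.01), the 2 compared groups alone, and each library left out in turn. Figures and correlations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.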

Results

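Ileal RNA of 12 C57BL/6 mice was sequenced, with 3 mice in each of 4 diet groups. The mice were 16 weeks old and had eaten a normal-fat or a high-fat diet (60% of the energy as fat) for 10 weeks, with plain water or a sugar drink (23% w/v). The groups were normal fat with plain water (NF, the normal diet or ND), normal fat with sugar (NF_Sugar), high fat with plain water (HF) and high fat with sugar (HF_Sugar, the Western diet or WD). Expression was read as RPKM, that is reads scaled to exon length and library size. The libraries held 15.3 to 39.0 M reads by the steps between their low values, and 11.9 to 30.3 M of these fell in genes. Of 44205 genes, 17662 reached the level needed for testing. The first principal component held 40.1% of the variance and parted 4 libraries, 1 from each group, from the other 8. In those 4 libraries 73.3% to 73.9% of the reads fell in genes, against 77.1% to 81.4% in the others.

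**Figure D1:**
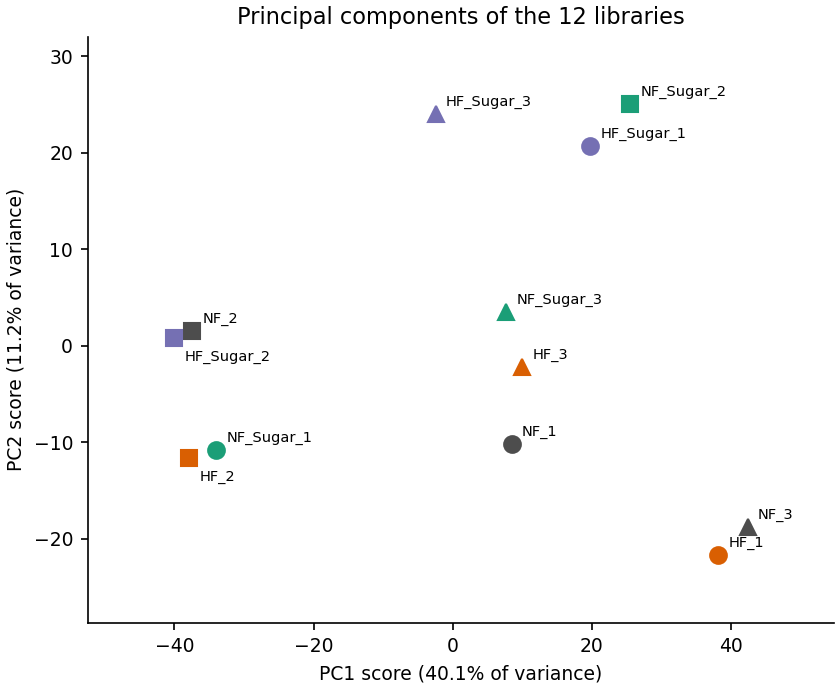
The first principal component (horizontal axis, 40.1% of the variance) is plotted against the second (vertical axis, 11.2%), in log2 units, for the 12 ileum libraries, with 1 point per library and 1 color per diet group. The 4 libraries that stand apart on the first component are NF replicate 2, NF_Sugar replicate 1, HF replicate 2 and HF_Sugar replicate 2.

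Some of the values did not share the number format of the rest of the table. Of 364129 values above 0, 17 carried 7 significant digits, while the others carried at most 6. Of the 17 values, 12 were in HF_Sugar libraries (among them values of Il1b, Tnf, Ifng and Gcg) and 5 were defensin genes in NF replicate 3. Turned back into reads, Il1b gave 141.46 reads in HF_Sugar replicate 2 and whole numbers, within 0.1 read, in the other libraries (123.92 and 92.05 in HF_Sugar replicates 1 and 3). Over all genes checked, fractions of a read in a group and whole reads in the other 9 libraries were found for 187 of 17897 genes (1.04%) in HF_Sugar, 487 of 22143 (2.2%) in NF, 0.921% in NF_Sugar and 0.962% in HF. Tnf, Tas1r3 and Ccr7 in all 3 HF_Sugar libraries and Cxcr4 in HF_Sugar replicate 3 likewise gave fractions of a read and whole numbers, within 0.1 read, elsewhere. For Tas1r3 the values elsewhere were not all exact, with 43.08 reads in NF replicate 1 and 18.08 in HF replicate 3. Those of Tnf and Ccr7 were exact. Cxcl10 gave 194.41 and 140.68 reads in HF_Sugar replicates 1 and 2 and whole numbers, within 0.1 read, elsewhere (52.94 in NF_Sugar replicate 2). With the 0.1 cutoff, Il1b in HF_Sugar replicate 1 thus stood out by its digits alone, and Il1b and Cxcl10 in HF_Sugar replicate 3 by neither sign. For Il1b this rests on the cutoff, as its reads outside HF_Sugar were exactly whole (12.0 to 38.0). Cxcl10 in HF_Sugar replicate 3 was exactly whole (147.0). Values with either sign are called irregular here.

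The comparison of WD with ND asked which ileal transcripts differed after fat and sugar together, above all those of inflammation and taste signaling. Il1b, which encodes the inflammasome-processed cytokine interleukin-1β (chromosome 2, 129364570 to 129371139, build GRCm38), stood at 2.85 ± 0.131 RPKM in HF_Sugar and 0.635 ± 0.131 in NF (mean ± SD, n = 3 each). That was a difference of 1.20 ± 0.14 (SE) on the log2(RPKM + 1) scale, higher in 3 of 3 libraries, with a limma adjusted p of 0.0809. The monocyte-attracting chemokine Ccl2 (chromosome 11, 82035571 to 82037453) was at 1.67 ± 0.465 against 0.176 ± 0.164 RPKM (log2 1.17 ± 0.17, adjusted p = 0.228). Cxcl10, a T-cell-attracting chemokine, was at 3.37 ± 0.951 against 0.781 ± 0.36 RPKM (log2 1.26 ± 0.19, adjusted p = 0.228). The type II interferon gene Ifng was at 0.678 ± 0.131 against 0.0538 ± 0.0827 RPKM, and Tnf at 1.2 ± 0.64 against 0.582 ± 0.107. All 3 HF_Sugar libraries lay above all 3 NF libraries for these 5 genes in unscaled RPKM, although Tnf overlapped after scaling, and none passed the adjusted threshold. All 3 HF_Sugar values were irregular for Tnf and Ifng, those of replicates 1 and 2 for Il1b and Cxcl10, and none for Ccl2, and Ifng also gave fractions of a read in NF replicates 1 and 3 (0.62 and 4.66). Cxcl9 overlapped between groups (3.06 ± 1.75 and 0.969 ± 0.805 RPKM), and Cxcl3 was too low for a test (0.0101 and 0.00639 RPKM). Il18, a further inflammasome cytokine, lay lower in all 3 HF_Sugar libraries, at 5.14 ± 3.36 against 11.3 ± 0.413 RPKM (log2 -1.18 ± 0.41, adjusted p = 0.96).

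As groups, inflammatory genes rose in the camera test with a preset correlation of 0.01. Of the 9 testable inflammatory and chemosensory genes named in the study's text, 8 were higher and 1 was lower (median log2 0.41, adjusted p = 1.32e-07, and adjusted p = 0.0127 with an estimated correlation). The study chose that list on these samples, so its direction is not independent evidence. Over all genes 0 of its members were called, and adjusted over the list alone 4 were higher and 1 lower. Of 20 pro-inflammatory cytokines and chemokines 13 were higher (adjusted p = 0.000112, and 0.24 as the adjusted p with an estimated correlation), 4 of them adjusted over the list alone. Of 11 chemokine receptors 9 were higher (adjusted p = 1.21e-05, and 0.169 as the adjusted p with an estimated correlation), 2 of them adjusted over the list alone. Among these receptors Ccr7, which guides lymphocytes and dendritic cells to lymph nodes, was at 3.73 ± 0.942 against 1.45 ± 0.115 RPKM with irregular HF_Sugar values, and the B-cell receptor Cxcr5 at 3.16 ± 0.887 against 1.23 ± 0.176. Without the genes with irregular values, the adjusted p was 0.625 for the 4 genes left of the study's list, 0.374 for 16 cytokines and 0.0103 for 8 receptors. For these 8 receptors it was 0.609 with an estimated correlation. A mean RPKM of at least 5 left 3 of the 9 study genes (Il18, Gcg and Tas1r3, the last kept in any case) and too few receptors for a test, so it cannot test the other genes of these lists. The 7 cytokines it left had an adjusted p of 0.377 with the direction turned.

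**Figure D2:**
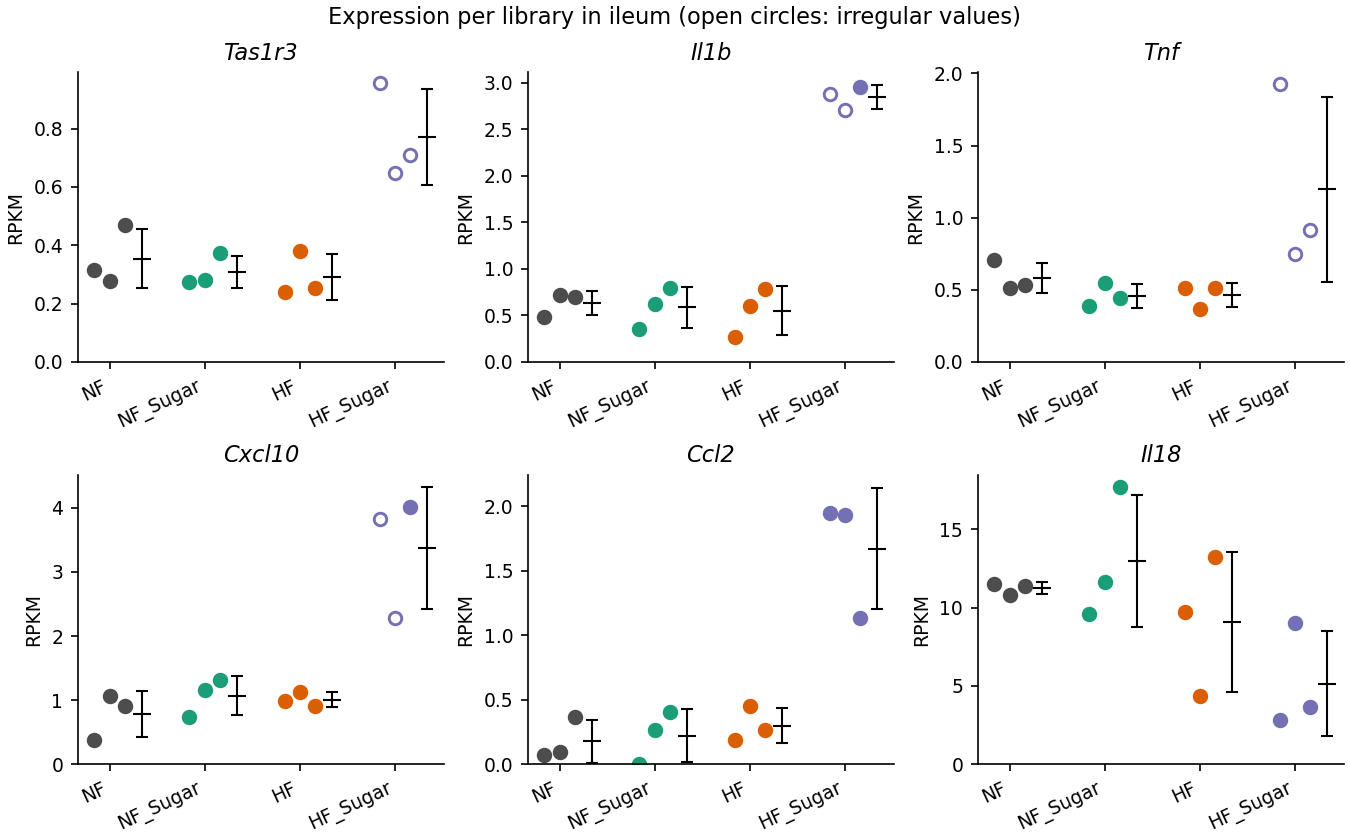
RPKM (vertical axes) of Tas1r3, Il1b, Tnf, Cxcl10, Ccl2 and Il18 is shown for each of the 12 libraries by diet group (horizontal axes), with black marks for the mean ± SD of 3 mice and open circles for irregular values. Il1b averaged 2.85 in HF_Sugar against 0.549 to 0.635 in the other groups, while Il18 averaged 5.14 against 9.11 to 13.0.

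Antiviral and antigen-presentation genes were higher in WD as well. All 31 interferon-response genes were higher (median log2 0.48, adjusted p = 2.32e-14, and 0.477 as the adjusted p with an estimated correlation). Among them the ubiquitin-like modifier Isg15 was at 19.9 ± 5.31 against 10.4 ± 5.17 RPKM, and the apoptosis factor Xaf1 at 1.72 ± 0.475 against 0.949 ± 0.264. Without NF replicate 1 the difference of the interferon list means was 0.33 instead of 0.53. All 10 MHC class II genes were higher (median log2 0.53, adjusted p = 0.00232, and 0.766 with an estimated correlation as adjusted p), with their master regulator Ciita at 6.57 ± 3.03 against 2.74 ± 1.78 RPKM. That call ended without NF replicate 1 (adjusted p = 0.754). Of 23 B- and plasma-cell markers 20 were higher (median log2 0.34, adjusted p = 2.07e-07, and 0.477 as the adjusted p with an estimated correlation), such as the B-cell coreceptor Cd22 at 3.12 ± 0.642 against 1.56 ± 0.257 RPKM. Of 23 T-cell markers 10 were higher and 13 lower (adjusted p = 0.852). That rested on NF replicate 1, whose T-cell mean was 1.22 against 1.99 and 1.95 in NF replicates 2 and 3: without it the list was lower in WD (adjusted p = 6.28e-06), and without NF replicate 2 or 3 or HF_Sugar replicate 1 or 2 its direction turned. All 28 cell-cycle genes were higher by a median log2 of 0.15, and 10 of 13 endothelial markers by 0.15 over the list (adjusted p = 0.000112 and 0.000229, and 0.878 and 0.24 as the adjusted p with an estimated correlation). The endothelial coreceptor Eng was at 3.76 ± 0.41 against 2.59 ± 0.394 RPKM.

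As lists, genes of lipid and drug handling were lower in WD. Of 35 PPAR targets and fatty acid oxidation genes 30 were lower (median log2 -0.20, adjusted p = 0.000112, and 0.712 as the adjusted p with an estimated correlation), and 1 was called lower adjusted over the list alone. The gluconeogenic enzyme Pck1 was at 9.27 ± 2.15 against 38.8 ± 20 RPKM. Pparg, the lipid-sensing nuclear receptor (chromosome 6, 115360951 to 115490399), was at 1.37 ± 0.32 against 2.31 ± 0.17 RPKM, lower in 3 of 3 libraries (log2 -0.53 ± 0.12, adjusted p = 0.96). Of 29 genes of xenobiotic metabolism 26 were lower (median log2 -0.43, adjusted p = 2.53e-05, and 0.812 as the adjusted p with an estimated correlation), among them the cytochrome P450 gene Cyp2b10 at 0.313 ± 0.367 against 1.94 ± 0.115 RPKM. Of 25 genes of fat absorption and chylomicron assembly 19 were lower (median log2 -0.25, adjusted p = 0.0158), and so were all 12 adipocyte markers (-0.45, adjusted p = 0.00468) and 14 of 16 smooth-muscle markers (-0.28, adjusted p = 0.0158). With an estimated correlation these adjusted p values were 0.903, 0.878 and 0.971. Crypt stem markers (11 of 17 higher, adjusted p = 0.0258) and fibroblast markers (13 of 18 higher, adjusted p = 0.0418) had an adjusted p of 0.879 with an estimated correlation. The other 26 testable lists did not pass, with adjusted p from 0.258 (taste transduction, macrophages) to 0.999 (sex-linked genes), and the neutrophil list had 1 testable gene, Mpo. Tight-junction and goblet lists had medians of -0.02 and -0.01 and a positive camera direction (adjusted p = 0.911 and 0.942).

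Single libraries decided several of these calls. The PPAR list had an adjusted p of 0.0535 without NF replicate 3. Fat absorption reached 0.0683 without NF replicate 3 and 0.407 without HF_Sugar replicate 3. Adipocyte markers reached 0.517, 0.063 and 0.134 without NF replicate 3, HF_Sugar replicate 1 and HF_Sugar replicate 3, and smooth-muscle markers 0.386, 0.0535, 0.368 and 0.527 without NF replicate 1, NF replicate 3, HF_Sugar replicate 1 and HF_Sugar replicate 3. For crypt stem markers the values were 0.517, 0.118 and 0.298 without NF replicate 3, HF_Sugar replicate 2 and HF_Sugar replicate 3, and for fibroblast markers 0.118, 0.381 and 0.987 without NF replicate 1, NF replicate 2 and HF_Sugar replicate 2, with the direction turned in the last. Fibroblast markers also turned without the 4 libraries that stood apart (0.622), and had 0.0637 with library size as the only scaling and 0.0787 among protein-coding genes. A mean RPKM of at least 5 removes part of each list, and the adjusted p was 0.772 for the 5 fibroblast, 0.252 for the 2 endothelial and 0.127 for the 13 smooth-muscle markers left. Other lists passed when 1 library was left out: lipogenesis without NF replicate 3 (0.029) or HF_Sugar replicate 1 (0.00517), proximal-intestine genes without HF_Sugar replicate 1 (0.0315), mitochondrially encoded genes without NF replicate 2 (0.0178), and macrophages (0.000807), enteric neurons (0.0234) and immediate early genes (0.0333) without HF_Sugar replicate 2. Lipogenesis also passed at a mean RPKM of at least 5 (0.00932), and macrophages (0.000274), enteric neurons (0.000421), mitochondrially encoded genes (0.011), red blood cell genes (0.036) and cholesterol synthesis (0.0423) without the 4 libraries that stood apart. Limma called 0 of 17662 genes, 792 had an unadjusted p under 0.05 (394 higher, 398 lower, 883 expected by chance), and limma-voom on the recovered reads also called 0. In unscaled RPKM, groups did not overlap in 10.2% of genes, where chance gives 10% if all libraries are exchangeable. Each group held 1 of the 4 libraries that stood apart. The 10%, here and in the comparisons below, and the 883 do not allow for that, so lower values do not show fewer differences than chance. Of the 37 genes tested with 7 digits in some library or fractions of a read in HF_Sugar, 14 had an unadjusted p under 0.05, all of them higher in HF_Sugar. The count was 10 against HF, 13 against NF_Sugar, 2 for HF against NF and 0 for NF_Sugar against NF.

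**Figure D3:**
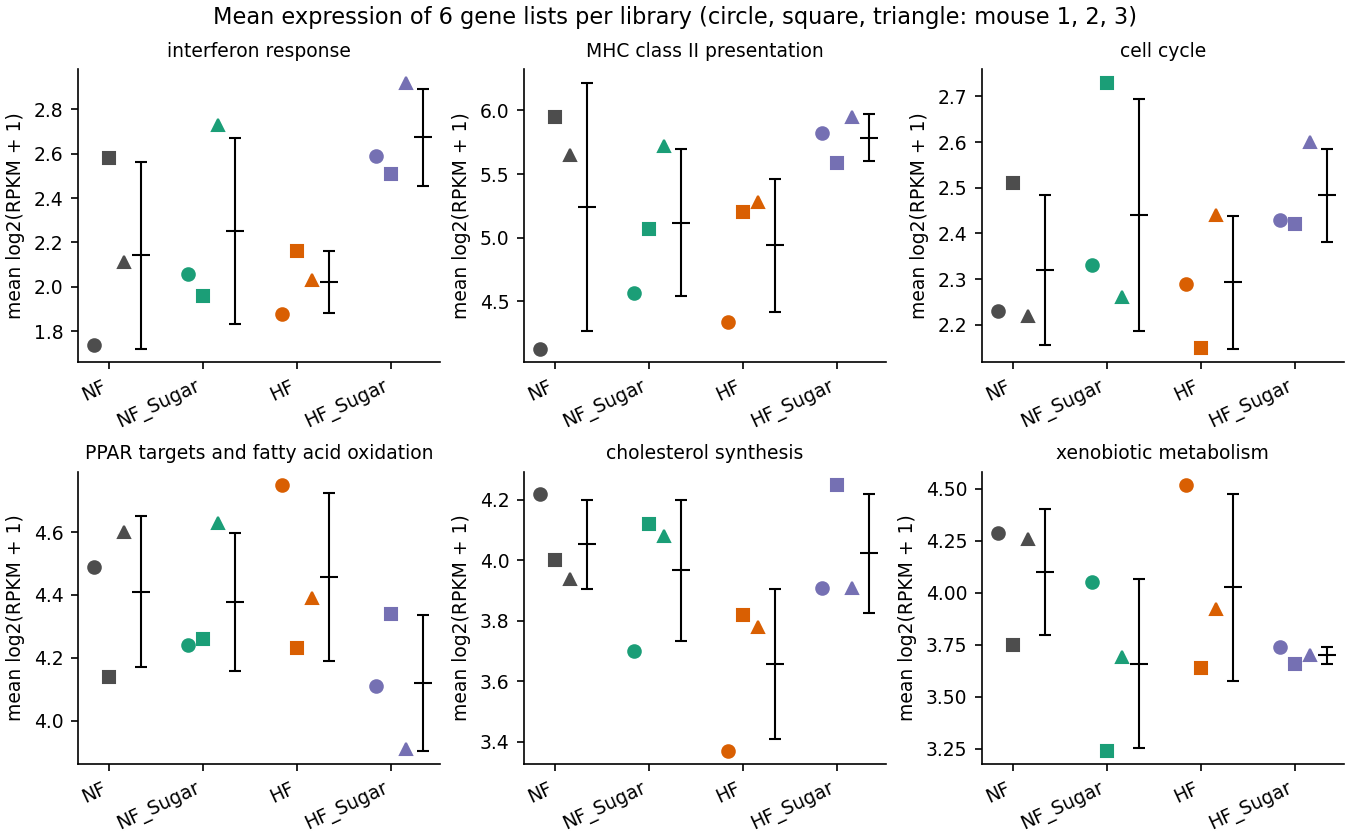
Mean log2(RPKM + 1) over the genes of 6 lists (vertical axes) is shown for each library by diet group (horizontal axes), with circles, squares and triangles for mouse 1, 2 and 3 and black marks for the mean ± SD of 3 mice. The interferon-response mean was 2.67 in HF_Sugar and 2.14 in NF, and the xenobiotic-metabolism mean 3.70 and 4.10.

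Tas1r3 encodes the subunit shared by the sweet and umami taste receptors (chromosome 4, 155859268 to 155863362, minus strand, overlapping Dvl1 on the other strand). It averaged 0.771 ± 0.164 RPKM in HF_Sugar, 0.354 ± 0.102 in NF, 0.31 ± 0.0547 in NF_Sugar and 0.291 ± 0.0783 in HF (n = 3 each). HF_Sugar lay above NF in 3 of 3 libraries, 2.18-fold by the means and by 0.37 ± 0.10 on the log2(RPKM + 1) scale, and did not pass the limma threshold (adjusted p = 0.96). The two-sided exact permutation test gave p = 0.1 for HF_Sugar against each other group, the smallest that 3 against 3 libraries allow, 0.3 for HF against NF and 0.5 for NF_Sugar against NF. The HF_Sugar values of Tas1r3 were irregular (75.85, 62.3 and 40.77 reads). Its partners Tas1r1 (0.0626 ± 0.0548 in HF_Sugar, 0.0258 ± 0.0119 in NF) and Tas1r2 (0.0236 ± 0.0232 and 0.0294 ± 0.0198) were too low for a test. The taste-cell channel Trpm5 was at 1.46 ± 0.166 in HF_Sugar and 1.31 ± 0.364 RPKM in NF, and the stem-cell receptor Lgr5 at 0.972 ± 0.323 and 0.582 ± 0.1. Gcg, the proglucagon gene of L cells, was at 18.6 ± 5.94 and 11.2 ± 1.02 RPKM, with an irregular value in HF_Sugar replicate 2. Of the 5 testable taste genes 3 were higher (adjusted p = 0.258), and 1, Tas1r3, was called adjusted over the list alone. Mtor and Lpin1 were at 2.07 and 0.962 RPKM in HF_Sugar against 1.9 and 0.988 in NF.

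The comparison of HF with NF addressed fat without sugar. As a list, cholesterol-synthesis genes were lower, in 24 of 26 cases (median log2 -0.39, adjusted p = 2.69e-10, and 0.747 as the adjusted p with an estimated correlation). HF replicate 1 had the lowest list mean, 3.37 against 3.82 and 3.78 in HF replicates 2 and 3 and 4.05 over NF. The adjusted p without it was 0.00499. The squalene synthase gene Fdft1 was at 17.7 ± 5.29 RPKM in HF and 27.5 ± 6.48 in NF. Genes of sugar digestion, transport and fructolysis were higher as a list, in 20 of 25 cases (median log2 0.42, adjusted p = 8.58e-05, and 0.747 as the adjusted p with an estimated correlation). HF replicate 1 had the highest list mean, 4.93 against 4.44 and 4.59 in HF replicates 2 and 3 and 4.33 over NF. The adjusted p without it was 0.0361. The sugar-sensing transcription factor Mlxipl was at 17.4 ± 5.19 against 10.2 ± 2.69 RPKM and its target Txnip at 162 ± 35.8 against 109 ± 15.3. T-cell markers were lower in 18 of 23 cases (median log2 -0.33, adjusted p = 0.000141, and 0.904 as the adjusted p with an estimated correlation), as with the cytotoxic-lymphocyte receptor Klrd1 at 0.408 ± 0.116 against 1.25 ± 0.528 RPKM, and the call ended without NF replicate 2 (0.0928), NF replicate 3 (0.173) or the 4 libraries that stood apart (0.756). Smooth-muscle markers were lower in 15 of 16 cases (adjusted p = 0.00334, and 0.904 as the adjusted p with an estimated correlation), and not without NF replicate 1 (0.169).

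Slc51b, a subunit of the basolateral bile acid exporter, was at 183 ± 19.3 in HF and 329 ± 24.7 RPKM in NF, lower in 3 of 3 libraries (log2 -0.90 ± 0.27, adjusted p = 1). Lpin1, a phosphatidate phosphatase, was at 0.631 ± 0.138 against 0.988 ± 0.0517 RPKM (adjusted p = 1). Enteroendocrine markers (15 of 19 higher, adjusted p = 0.0208), hypoxia and glycolysis genes (14 of 21 lower, 0.0214), B-cell markers (15 of 23 higher, 0.0247), macrophage markers (16 of 18 lower, 0.0247) and Paneth-cell genes (17 of 31 lower, 0.0328) also passed, with adjusted p from 0.747 to 0.904 with an estimated correlation. Single libraries decided these 5 calls. Without NF replicate 1 the adjusted p was 0.15 for hypoxia, 0.362 for B cells and 0.264 for Paneth cells, and without NF replicate 2 it was 0.0928 for enteroendocrine cells, 0.266 for macrophages and 0.561 for Paneth cells. Without NF replicate 3 it was 0.351 for enteroendocrine cells and 0.305 for macrophages. Leaving out HF replicate 1 gave 0.234 (enteroendocrine), 0.0651 (hypoxia), 0.108 (macrophages) and 0.073 (Paneth), HF replicate 2 gave 0.125 (macrophages) and 0.562 (Paneth), and HF replicate 3 gave 0.0729 (enteroendocrine), 0.0579 (hypoxia) and 0.719 (B cells). Without the 4 libraries that stood apart, macrophage and Paneth-cell lists had an adjusted p of 0.734, the latter with its direction turned, and with these libraries as a covariate the Paneth-cell value was 0.0916. Without irregular genes it was 0.0678 for Paneth cells and 0.0557 for B cells, and over the genes left at a mean RPKM of at least 5 it was 0.0919 (28 Paneth-cell genes), 0.161 (8 macrophage markers), 0.764 (14 hypoxia genes) and 0.956 (11 B-cell markers). Limma called 0 genes, as did limma-voom, 662 had an unadjusted p under 0.05, and groups did not overlap in 8.35% of genes, against 10% by chance.

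The comparison of NF_Sugar with NF addressed the sugar drink on normal fat. As lists, genes of xenobiotic metabolism were lower, in 28 of 29 cases (median log2 -0.32, adjusted p = 5.16e-08), and fibroblast and matrix genes higher, in 17 of 18 (median log2 0.24, adjusted p = 2.52e-07). With an estimated correlation the adjusted p was 0.875 for these lists and for the 4 named next. Without NF_Sugar replicate 2 the xenobiotic adjusted p was 0.0496, and the difference of the list means was -0.23 instead of -0.44. Cyp2b10 was at 0.451 ± 0.49 RPKM in NF_Sugar and 1.94 ± 0.115 in NF, and the collagen gene Col5a1 at 1.51 ± 0.293 and 1.08 ± 0.239. T-cell markers were lower in 19 of 23 cases (median log2 -0.27, adjusted p = 1.72e-06), such as the T-cell receptor constant region Trbc1 at 2.7 ± 0.452 against 5.02 ± 1.83 RPKM. Paneth-cell genes were higher in 28 of 31 cases (median log2 0.44, adjusted p = 0.000206), cell-cycle genes in 26 of 28 (0.00371) and crypt stem markers in 15 of 17 (0.0239). Adjusted over the list alone 0 Paneth-cell, cell-cycle or crypt stem genes passed. Pparg was at 1.36 ± 0.0772 against 2.31 ± 0.17 RPKM, lower in 3 of 3 libraries (log2 -0.50 ± 0.12, adjusted p = 1).

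Without NF_Sugar replicate 2 the Paneth-cell and cell-cycle lists turned direction (adjusted p = 0.838 for both) and the crypt stem list reached 0.785. Without NF replicate 3 the values were 0.683 for Paneth-cell and crypt stem genes, 0.234 for cell-cycle genes and 0.057 for T-cell markers, while cell-cycle genes reached 0.272 without NF replicate 1 and crypt stem genes 0.214 without NF_Sugar replicate 1. T-cell markers reached 0.28 without the 4 libraries that stood apart, and the 5 fibroblast genes left at a mean RPKM of at least 5 had 0.0521. In NF replicate 3, 5 defensin genes with irregular values stood at 0.894 to 1.24 times the mean of NF replicates 1 and 2, and the other 14 defensin genes at 0.247 to 0.843 times. Limma called 0 genes, as did limma-voom, 329 had an unadjusted p under 0.05, and groups did not overlap in 5.86% of genes, against 10% by chance.

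The comparison of HF_Sugar with HF addressed the sugar drink on high fat. Il1b rose from 0.549 ± 0.262 to 2.85 ± 0.131 RPKM, higher in 3 of 3 libraries (log2 1.31 ± 0.14, limma adjusted p = 0.0366), and was the 1 gene called of 17662. Its values in HF_Sugar replicates 1 and 2 were irregular, and with the replicate number as a block its adjusted p was 0.0521 and 0 genes were called. Leaving out HF replicates 1, 2 or 3 gave 0.0511, 0.202 and 0.0658, and leaving out HF_Sugar replicates 1, 2 or 3 gave 0.33, 0.26 and 0.298. An unadjusted p under 0.05 was found for 776 genes, limma-voom called 0, and groups did not overlap in 9.83% of genes, against 10% by chance. All 31 interferon-response genes were higher (median log2 0.56, adjusted p = 1.76e-20, and 0.317 as the adjusted p with an estimated correlation), and so were all 10 MHC class II genes (adjusted p = 0.000136, and 0.44 as the adjusted p with an estimated correlation). The class II chain gene H2-Eb1 was at 358 ± 65 RPKM in HF_Sugar and 175 ± 58.8 in HF (log2 1.07 ± 0.59). Cytokines and chemokines were higher in 15 of 20 cases (adjusted p = 2.16e-07, and 0.121 with an estimated correlation as adjusted p), and 5 of them passed adjusted over the list alone and 1 over all genes. Without irregular values the cytokine list had an adjusted p of 0.0124 and the study's list 0.98, against 1.35e-06 for the latter with them (0.0252 as the adjusted p with an estimated correlation), a list the study chose on these samples and thus not independent evidence. Of its genes 7 of 9 were higher, 4 adjusted over the list alone and 1 over all genes.

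Metabolic genes moved as well. Cholesterol-synthesis genes were higher in 24 of 26 cases (median log2 0.42, adjusted p = 1.65e-08) and genes of sugar digestion, transport and fructolysis lower in 20 of 25 (median log2 -0.29, adjusted p = 3.33e-06), with adjusted p of 0.364 and 0.317 with an estimated correlation. Adjusted over the list alone 0 members of either list passed. The cholesterol-synthesis mean was 3.37 in HF replicate 1, 3.82 and 3.78 in HF replicates 2 and 3 and 4.02 over HF_Sugar. The adjusted p of that list was 0.000195 without HF replicate 1. The intestinal sugar-responsive transporter gene Slc5a4a was at 1.62 ± 0.431 against 4.87 ± 2.31 RPKM. PPAR targets were lower in 33 of 35 cases (median log2 -0.28, adjusted p = 1.35e-06, and 0.364 as the adjusted p with an estimated correlation), with 0 passing adjusted over the list alone. Nr1d1, a repressor of the circadian clock, was at 22 ± 2.56 against 42.4 ± 1.8 RPKM, lower in 3 of 3 libraries (log2 -0.94 ± 0.20, adjusted p = 0.698). The stearoyl-CoA desaturase gene Scd2 was at 39.9 ± 16.9 against 15.3 ± 7.05 RPKM, within a lipogenesis list that was higher in 12 of 16 cases (adjusted p = 0.00907, and 0.527 as the adjusted p with an estimated correlation) but not without HF replicate 1 (0.116) or HF_Sugar replicate 2 (0.523). Macrophage markers were higher in 17 of 18 cases (adjusted p = 6.66e-05), cell-cycle genes in 27 of 28 (3.33e-06), chemokine receptors in 11 of 11 (4.55e-05) and T-cell markers in 20 of 23 (0.000156), with adjusted p of 0.466, 0.512, 0.175 and 0.558 with an estimated correlation. Adjusted over the list alone 1 chemokine receptor passed, and 0 members of the macrophage, cell-cycle and T-cell lists. The T-cell call ended without HF replicate 2 (0.113). The 9 further lists that passed had adjusted p from 4.75e-05 (fat absorption, 23 of 25 lower) to 0.0409 (enteroendocrine, 13 of 19 lower), with 0.337 to 0.561 as adjusted p with an estimated correlation. Each of the 9 ended without some single library. Without HF replicate 1 the adjusted p was 0.0744 for fat absorption, 0.257 for xenobiotic metabolism, 0.215 for proximal-intestine genes, 0.0941 for endothelial and for immediate early genes, 0.0605 for pancreatic and 0.232 for enteroendocrine genes. Without HF replicate 2 it was 0.234 (Paneth), 0.31 (B cells) and 0.113 (pancreatic), and without HF replicate 3 it was 0.0665 (endothelial), 0.131 (immediate early) and 0.138 (enteroendocrine). Leaving out HF_Sugar replicate 1 gave 0.44 (B cells) and 0.601 (immediate early, direction turned), HF_Sugar replicate 2 gave 0.258 (pancreatic) and 0.265 (enteroendocrine), and HF_Sugar replicate 3 gave 0.0753 (proximal) and 0.126 (endothelial). Without the 4 libraries that stood apart the adjusted p was 0.182 (Paneth), 0.307 (lipogenesis) and 0.337 (pancreatic), and with these as a covariate it was 0.0531 (enteroendocrine). Over the genes left at a mean RPKM of at least 5 it was 0.597 (7 cytokines), 0.143 (4 T-cell markers), 0.413 (9 enteroendocrine), 0.536 (2 endothelial), 0.491 (2 pancreatic) and 0.0942 (16 immediate early), while the chemokine receptors and the study's list (3 genes left) kept too few for a test of their calls. Among protein-coding genes it was 0.0855 for B cells.

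The comparison of HF_Sugar with NF_Sugar addressed fat under the sugar drink. Il1b was at 2.85 ± 0.131 against 0.589 ± 0.221 RPKM, with irregular values in HF_Sugar replicates 1 and 2 (log2 1.26 ± 0.14, limma adjusted p = 0.0539), and Ccl2 at 1.67 ± 0.465 against 0.221 ± 0.204 (log2 1.11 ± 0.17, adjusted p = 0.231), each higher in 3 of 3 libraries. All 31 interferon-response genes (median log2 0.39, adjusted p = 7.87e-15) and all 10 MHC class II genes (0.76, adjusted p = 8.93e-06) were higher, both with an adjusted p of 0.346 with an estimated correlation. B-cell markers were higher in 22 of 23 cases (adjusted p = 5.29e-08) and T-cell markers in 22 of 23 (5.59e-07), with adjusted p of 0.346 and 0.51 with an estimated correlation. Adjusted over the list alone 0 members of either list passed. Smooth-muscle markers were lower in 16 of 16 cases (median log2 -0.35, adjusted p = 4.91e-06, and 0.538 as the adjusted p with an estimated correlation), with 0 passing adjusted over the list alone. Myh11 was at 20.1 ± 12.1 against 23.6 ± 7.94 RPKM, and the call of the list ended without NF_Sugar replicate 2 (0.0528). PPAR targets were lower in 32 of 35 cases (adjusted p = 0.00015, and 0.499 as the adjusted p with an estimated correlation), with 0 passing adjusted over the list alone. That call ended without NF_Sugar replicate 3 (0.0744). Cytokines (14 of 20 higher, 5.29e-08) and chemokine receptors (9 of 11 higher, 2.69e-05) passed with adjusted p of 0.102 and 0.156 with an estimated correlation, with 6 higher and 1 lower cytokine adjusted over the list alone and 0 over all genes, and the cytokine call ended without irregular values (0.0664). The study's list, chosen on these samples and so not independent evidence, had 3.19e-09, with 0.00656 as the adjusted p with an estimated correlation and 0.889, with the direction turned, without irregular values. Of its genes 8 of 9 were higher, and 5 higher and 1 lower adjusted over the list alone, 0 over all genes. A further 6 lists had adjusted p from 0.0019 (endothelium) to 0.0284 (proximal intestine), with 0.346 to 0.672 as adjusted p with an estimated correlation. Each of the 6 ended without some single library. Leaving out NF_Sugar replicate 1 gave 0.156 (sugar digestion) and 0.335 (proximal), NF_Sugar replicate 2 gave 0.0998 (Paneth, direction turned), 0.158 (fibroblasts) and 0.0707 (adipocytes), and NF_Sugar replicate 3 gave 0.11 (sugar digestion), 0.118 (fibroblasts), 1 (adipocytes) and 0.439 (proximal). HF_Sugar replicate 1 gave 0.0513 (Paneth), 0.765 (fibroblasts) and 0.233 (adipocytes), HF_Sugar replicate 2 gave 0.0611 (Paneth) and 0.0926 (proximal), and HF_Sugar replicate 3 gave 0.0572 (endothelium), 0.434 (sugar digestion), 0.44 (adipocytes) and 0.531 (proximal). Without the 4 libraries that stood apart it was 0.34 (sugar digestion), 0.0571 (endothelium) and 0.304 (proximal), and with these as a covariate 0.061 (adipocytes) and 0.05 (proximal). Adipocyte markers had 0.0665 with a pseudocount of 0.25. Over the genes left at a mean RPKM of at least 5 the adjusted p was 0.639 for 7 cytokines with the direction turned, 0.0665 for 4 T-cell, 0.0689 for 5 fibroblast and 0.244 for 2 endothelial markers, while the receptors and the study's list (3 genes left) kept too few for a test of their calls. Limma called 0 genes, as did limma-voom, 303 had an unadjusted p under 0.05, and groups did not overlap in 5.93% of genes, against 10% by chance.

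Whether the sugar drink acted differently on the 2 diets was tested as an interaction. T-cell markers had a positive interaction in 22 of 23 cases (median log2 0.57, adjusted p = 3.14e-10), interferon-response genes in 30 of 31 (0.46, 3.14e-10) and cholesterol-synthesis genes in 25 of 26 (0.42, 3.08e-09). Genes of sugar digestion, transport and fructolysis had a negative one in 23 of 25 cases (-0.44, 4.01e-07). With an estimated correlation the adjusted p was 0.454, 0.454, 0.437 and 0.362. Klrd1, for one, was lower with sugar on normal fat (0.466 against 1.25 RPKM) and higher with sugar on high fat (0.787 against 0.408), an interaction of 0.92 ± 0.26 that did not pass over all genes (adjusted p = 1). Cytokines had a positive interaction in 17 of 20 cases (adjusted p = 4.3e-07, 0.148 as the adjusted p with an estimated correlation 0.0171 without irregular values and 0.393 for the 7 left at a mean RPKM of at least 5), 4 of them adjusted over the list alone. Limma called 0 genes, as did limma-voom, and 449 had an unadjusted p under 0.05. Across genes, which are not independent replicates, log2 fold changes for fat with and without sugar had a Pearson r of 0.02, and those for sugar on high and normal fat 0.19. With single libraries left out these were -0.10 (without HF replicate 2) to 0.18 (without NF replicate 2) and -0.02 (without NF replicate 3) to 0.36 (without NF replicate 2), and without the 4 libraries that stood apart 0.20 and 0.38. Each pair shared no library, 0 genes were called in both and 0 were expected of independent lists.

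The relation of Tas1r3 with Il1b and Tnf was examined across libraries. HF_Sugar libraries formed a cluster of their own and held irregular values of all 3 genes, so no coefficient pooled over all 12 libraries is given. By Pearson r both pooled relations were positive and passed, with a permutation p of 0.00044 for Il1b and 0.0027 for Tnf (adjusted p = 0.00088 and 0.0027 over 2 relations). So did those in the 6 NF and HF_Sugar libraries (exact permutation p = 0.044 and 0.031). By Spearman rho over 12 libraries the relation with Il1b passed (permutation p = 0.013, adjusted p = 0.026) and that with Tnf did not (0.19, adjusted p = 0.19). In the 6 libraries neither passed by Spearman rho (exact permutation p = 0.058 and 0.14). The pooled relations do not part a relation between mice from the difference between HF_Sugar and the other groups. Over the other 9 libraries Tas1r3 and Il1b had a Pearson r of 0.37 (exact permutation p = 0.32, adjusted p = 0.64 over 2 relations) and a Spearman rho of 0.30 (exact permutation p = 0.44, adjusted p = 0.44). For Tas1r3 and Tnf the Pearson r was -0.17 (exact permutation p = 0.68, adjusted p = 0.68) and the Spearman rho -0.35 (exact permutation p = 0.36, adjusted p = 0.44). Without the 2 libraries farthest from the median of Tas1r3, r was 0.01 for Il1b and -0.20 for Tnf. After group means were subtracted from all 12 libraries, r was 0.26 for Il1b (permutation p = 0.41) and 0.54 for Tnf (permutation p = 0.073).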

Values the study reported

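In the text of the study, Tas1r3 mRNA was higher in the ileum of mice on the Western diet (P < 0.0001), and so was the protein (P = 0.0004). Transcripts of Il1b, Il18, Tnf, Cxcl3, Cxcl9, Cxcl10, Trpm5, Lgr5 and Gcg were given as raised, and Tas1r1 and Tas1r2 as no different. Expression of Tas1r3 was given as positively related to Il1b and Tnf. For the ileal transcriptome on the normal and Western diets 3 mice per group are given. The methods give 1000 ng of RNA as input, and genes counted as changed at a fold change of at least 2 and a false discovery rate below 0.01.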

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

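The tests of irregular values, of the library cluster, of interferon genes and of other splits in this part were chosen after the results were seen, and the interaction was planned.

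Irregular values lay in inflammatory genes of HF_Sugar more often than elsewhere: 6 of 40 genes in these lists gave fractions of a read in HF_Sugar and whole reads in the other 9 libraries, against 181 of 17857 other genes (two-sided Fisher exact p = 3.43e-06), while over all genes the share was 1.04% in HF_Sugar and 2.2% in NF. The genes that prompted this test are among those it counts. Counted the same way, these lists gave 1 of 35 genes in NF, 0 of 34 in NF_Sugar and 0 of 34 in HF. For these lists, that argues against reads split between overlapping genes alike in all groups. Whether split reads can favor a gene class in a single group was not tested, so in that form they stay open as a cause. Of the HF_Sugar values with 7 digits under 300 reads, 10 of 11 were not whole, against 16.1% of the others (Fisher exact p = 1.11e-07), so these values may come from another calculation than the rest of the table. Higher expression in WD stays open, since without the irregular genes the study's list had an adjusted p of 0.625 with 4 genes left. The source of these values is not given in the sources used here, and raw reads, not analysed here, would settle it.

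The first principal component parted NF replicate 2, NF_Sugar replicate 1, HF replicate 2 and HF_Sugar replicate 2 from the rest. All 4 groups held 1 of these libraries, which argues against diet. The share of reads in genes was 73.3% to 73.9% against 77.1% to 81.4% (exact permutation p = 0.00202), so a difference in library composition is a candidate explanation. Library size is argued against as the whole cause: the cluster held 21.6 to 27.5 M reads, and the 3 other libraries within that range (NF replicate 3, HF replicate 1, HF_Sugar replicate 1, 22.5 to 24.1 M) lay at 19.7 to 42.4 on the component, against -40.1 to -34 for the cluster.

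Interferon-response genes were higher in WD than in ND with each library left out (highest adjusted p 3.08e-07), but the list mean of NF replicate 1 was 1.74 against 2.58 and 2.11 in NF replicates 2 and 3, and without it the difference of the means was 0.33 instead of 0.53. As NF replicate 2 also lay above HF_Sugar replicate 2 (2.51), a single library stays open as part of the cause. Variation between single mice that these genes share may explain the call, since the adjusted p with an estimated correlation was 0.477 and the mean of the list had an exact permutation p of 0.2. More lymphocytes in the tissue and higher interferon signaling in WD both stay open: 20 of 23 B-cell and 10 of 23 T-cell markers were higher (adjusted p = 0.477 and 0.979 with an estimated correlation), and without NF replicate 1 the T-cell list was lower (6.28e-06 with the preset correlation).

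The effect of fat differed with and without sugar, by the interaction test, for 15 lists with the preset correlation. With an estimated correlation the adjusted p of the 15 lists was 0.114 to 0.753, and of 100 splits of the 12 libraries 30 called at least as many lists (highest other 24), so chance was not excluded. All 4 real groups held 1 of the libraries that stood apart. Whether splits that place these libraries otherwise raised that count was not tested. Adjusted p was 0.000287 for the study's list, which was chosen on these samples and is not independent evidence (0.514, with the direction turned, for the 4 genes left without irregular values). It was 4.3e-07 for cytokines, 3.14e-10 for interferon-response genes and for T-cell markers, 3.08e-09 for cholesterol synthesis and 4.01e-07 for sugar digestion, transport and fructolysis, each under 0.05 with every library left out in turn. It was 0.0146 for enteroendocrine markers, 0.0435 for chemokine receptors, 0.00135 for MHC class II genes and for macrophage markers, 0.00429 for PPAR targets, 0.0358 for fat absorption, 0.0136 for fibroblasts, 0.0304 for pancreatic genes and 0.0132 for proximal-intestine genes. Each of the last 9 calls ended without some single library. Over the genes left at a mean RPKM of at least 5 the adjusted p was 0.393 for 7 cytokines and 0.27 for 9 enteroendocrine, 5 fibroblast and 2 pancreatic genes, while the receptors and the study's list (3 genes left) kept too few for a test of their calls. Chemokine receptors also had 0.29 without irregular genes, 0.0642 with a pseudocount of 0.25 and 0.0752 with the 4 libraries that stood apart as a covariate, and fat absorption 0.0519 among protein-coding genes.

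For these 9 lists the adjusted p of the interaction passed 0.05 as follows. Leaving out NF replicate 2 gave 0.051 (enteroendocrine), 0.185 (chemokine receptors), 0.0943 (PPAR), 0.0898 (fat absorption), 0.0898 (fibroblasts) and 0.0898 (pancreatic), while NF replicate 3 gave 0.218 (enteroendocrine), 0.0828 (chemokine receptors), 0.0662 (MHC class II), 0.0669 (fat absorption), 0.0722 (pancreatic) and 0.0866 (proximal). Without NF_Sugar replicate 1 the values were 0.42 (fat absorption) and 0.0605 (proximal), and without NF_Sugar replicate 2 they were 0.0722 (enteroendocrine), 0.0859 (chemokine receptors), 0.107 (fibroblasts) and 0.179 (pancreatic). Leaving out NF_Sugar replicate 3 gave 0.051 (enteroendocrine), 0.0811 (chemokine receptors), 0.104 (PPAR), 0.264 (fat absorption), 0.0868 (fibroblasts) and 0.104 (proximal), while HF replicate 1 gave 0.117 (enteroendocrine), 0.227 (chemokine receptors), 0.063 (MHC class II), 0.195 (PPAR), 0.774 (fat absorption), 0.111 (pancreatic) and 0.269 (proximal). Without HF replicate 2 the values were 0.0501 (chemokine receptors), 0.0501 (fibroblasts) and 0.0719 (pancreatic), and without HF_Sugar replicate 1 they were 0.104 (chemokine receptors) and 0.519 (fibroblasts). Leaving out HF_Sugar replicate 2 gave 0.0725 (enteroendocrine) and 0.15 (pancreatic), while HF_Sugar replicate 3 gave 0.186 (chemokine receptors), 0.0855 (PPAR), 0.345 (fat absorption), 0.0631 (macrophages), 0.0533 (pancreatic) and 0.14 (proximal). Without the 4 libraries that stood apart it was 0.058 (chemokine receptors), 0.0645 (MHC class II) and 0.23 (pancreatic).

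For genes with an interaction the real count was 0, which all 100 splits of the 12 libraries match by definition (highest other 2), so that count says nothing about chance.

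For the 5 comparisons of 3 with 3 libraries, the 10 splits are too few for a share under 0.05. The real grouping is among these splits and is included in each number of splits given for them. HF_Sugar against NF called 15 lists and 0 genes (highest other 22 and 1, as many in 5 and 10 splits), HF against NF 9 and 0 (17 and 1, in 4 and 10), NF_Sugar against NF 6 and 0 (21 and 2, in 10 and 10), HF_Sugar against HF 21 and 1 (18 and 3, in 1 and 3), and HF_Sugar against NF_Sugar 15 and 0 (23 and 1, in 6 and 10). A gene count of 0 is matched by all 10 splits by definition. Whether the splits that called more lists than the real one reflect a structure of the samples or the low preset correlation was not tested. The correlation of fat effects in both drinks (0.02) was matched by 43 of 100 splits (highest other 0.64) and that of sugar effects in both diets (0.19) by 23 of 100 (highest other 0.67), so chance was not excluded. The 0 genes called in both are matched by all 100 splits by definition (highest other 0), which says nothing about chance.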

How the results depend on the processing

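The settings with pseudocounts, the library cluster, protein-coding genes, estimated reads, limma-voom, fry and irregular values, and the correlation over fewer libraries, were chosen after the data were seen. As 0 genes were called by limma in WD against ND (792 at an unadjusted p under 0.05, 0 by limma-voom), staying short of the threshold says nothing of stability there. Tas1r3 had a log2 difference of 0.29 to 1.11 over the alternatives and did not pass in any of them (adjusted p 0.306 to 1). These include other pseudocounts and limma-voom, which are other scales than log2(RPKM + 1), so the range is not one of effect size alone.

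The count of called genes in WD against ND, 0, was 4 with no filter, 3 with protein-coding genes alone (Ccl2, Ifng, Il1b), 2 with at least 10 estimated reads (Ifng, Il1b), and 0 to 1 with each library left out (1 without NF replicate 1). With no filter it was also 4 for HF against NF and for NF_Sugar against NF, with 0 to 1 in each when a library was left out (1 without HF replicate 1 and NF replicate 1). It was 2 for HF_Sugar against NF_Sugar with protein-coding genes or with at least 10 estimated reads, where fewer genes are tested, and 0 to 1 for the interaction with each library left out (1 without HF replicate 1). Apart from the smaller number of genes tested, the cause was not tested.

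The 1 gene called in HF_Sugar against HF, Il1b, was no longer called, and the count was 0, with no filter, a mean RPKM of at least 5, the replicate block (adjusted p = 0.0521), pseudocounts of 0.5, 0.25 and 0.1, the library cluster as covariate, the 4 libraries of the cluster left out, irregular genes left out, limma-voom in all 3 forms, the study's thresholds and the 2 groups alone, and it was 0 to 0 with each library left out. Over the alternatives that still held Il1b its adjusted p was 0.00445 to 0.656, while its log2 difference was 1.17 to 2.56 (1.31 as reported). Where the call ended on the log2(RPKM + 1) scale, the difference was 1.17 to 1.41. It was 1.69 to 2.26 with other pseudocounts and 2.20 to 2.56 with limma-voom, which are other scales. Leaving out irregular genes or genes under 5 RPKM removes Il1b itself, and for the other settings the cause was not tested.

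The number of called lists fell with an estimated correlation, or with fry, from 15 to 1 and 1 in WD against ND, from 9 to 0 and 0 in HF against NF, from 6 to 0 and 0 in NF_Sugar against NF, from 21 to 1 and 2 in HF_Sugar against HF, from 15 to 1 and 1 in HF_Sugar against NF_Sugar and from 15 to 0 and 1 in the interaction. Both allow for correlation between the genes of a list. Without the 4 libraries of the cluster it was 14 in HF against NF and 13 in NF_Sugar against NF. With each library left out it was 11 to 16, 6 to 10, 3 to 17, 13 to 21 and 14 to 18 in these 5 comparisons and 9 to 18 in the interaction, and the cause was not tested. Lists not called with all libraries but called without some single library numbered 7, 10, 20, 7 and 14 in the same order and 12 in the interaction.

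Over all 12 libraries, where HF_Sugar forms a cluster of its own, the Pearson r of Tas1r3 was positive and passed with Il1b and with Tnf (permutation p = 0.00044 and 0.0027). With Il1b it was 0.85 without the 2 libraries farthest in Tas1r3 (permutation p = 0.016), 0.26 with group means subtracted, 0.37 in the 9 libraries outside HF_Sugar and 0.01 in these less the 2 farthest. With Tnf it was 0.54 with group means subtracted, 0.41 without the 2 libraries farthest in Tas1r3 (permutation p = 0.24), and turned to -0.17 in the 9 libraries and -0.20 in these less the 2 farthest. By Spearman rho over all 12 libraries Il1b passed (permutation p = 0.013) and Tnf did not (permutation p = 0.19). Less the 2 libraries farthest in Tas1r3, rho was 0.49 for Il1b (permutation p = 0.15) and -0.03 for Tnf (permutation p = 0.95). That setting still pools HF_Sugar with the other groups. The settings without HF_Sugar leave out that cluster by construction, and beyond that the cause was not tested. With each library left out, the log2 difference in WD against ND was -0.38 to 0.40 for Hbb-bt (0.04 with all libraries) and -0.97 to 0.01 for Pfkfb3 (-0.52), turned in each case without NF replicate 1, and the cause was not tested. DESeq2 and edgeR alternatives were not run, as the files hold RPKM, and limma-voom on recovered reads was run in their place.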

Other observations

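Tas1r3 was 2.18-fold higher in WD than in ND, and all 3 HF_Sugar values were irregular. The limma p adjusted over 17662 genes was 0.96. The exact permutation p was 0.1, the smallest that 3 against 3 libraries allow. The study's text gives a smaller P, and its figure legend names an unpaired t-test, so these p values cannot be compared directly. The difference lies in the same direction as in the study.

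Il18, given as raised in the study's text, was lower in WD, at 5.14 against 11.3 RPKM (log2 -1.18, adjusted p = 0.96). The direction is opposite to the one given there.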
